A study of Arillastrum gummiferum with 6 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

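Leaf RNA was sequenced from 6 separate plants of Arillastrum gummiferum, a New Caledonian tree of the myrtle family (Myrtaceae). Of these, 3 plants were classed as infected by myrtle rust, the disease caused by the fungus Austropuccinia psidii, and 3 as non-infected. Infection was natural, and the class records symptoms seen at sampling or earlier, not rust in the sequenced leaf. Groups, leaf age, the RNA integrity number (RIN) and the 25S/18S rRNA ratio were taken from the sample labels. Replicate numbers were given within a group and only name a plant.

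The submitters' processing notes name cutadapt, BWA 0.7.12 and edgeR 3.14.0. According to the study's methods, the authors cleaned the reads and assembled a reference transcriptome with Trinity from 1 non-infected plant, non-infected replicate 2, keeping the longest isoform of each assembled gene (a unigene). All 6 libraries were mapped to it. The deposited count table gave whole-number read counts per unigene with no normalization, for 84919 unigenes. The authors' RPKM values were read counts scaled by the length of the unigene and the total reads of the library; 100% of them equalled the value recomputed from the counts and lengths within a relative tolerance of 1e-06. The authors' deposited table of the infected against non-infected comparison held log2 fold changes, mean log2 CPM, p-values and false discovery rates (FDR) from edgeR. The deposited annotation placed 65410 coding regions on 59567 unigenes (70.1%), with product names the authors took from protein database searches. Positions of coding regions refer to the unigene, since no genome was used here.

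The precision of a value is set by 17259913 to 24139896 counted reads per library and by the spread between plants. A count of 0 in a library allows up to 0.119 to 0.187 CPM (3 counts, TMM scaling), a limit that covers counting error only. No pair of libraries within a group agreed within sampling noise, with a chi-square per degree of freedom of 37.1 to 145.

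The counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM scaling. Unigenes were kept with a CPM summed over the libraries above 1 and a count above 0 in at least 2 libraries, the filter the study states, which left 62101. A unigene was called at a Benjamini-Hochberg FDR under 0.05 and a change of at least 2-fold. A model with 3 groups (mature non-infected, mature infected, young infected) gave the contrasts that separate leaf age. The contrasts with mature infected leaves rest on 1 such library, which was assumed to vary like the others. DESeq2 1.42.0, the edgeR exact test with a common or a tagwise dispersion, and limma 3.58.1 on log2(RPKM + 1) of the authors' RPKM table were run as alternatives. So were other scalings (RLE, upper quartile, total counts), no filter, the filterByExpr filter, a test against a 2-fold change, RIN as a covariate, leaving out unigenes with at least 90% of their CPM in non-infected replicate 2, unigenes with a coding region alone, and leaving out each library in turn. Robust dispersion estimates, limma-voom and a mean CPM of at least 1 were added after seeing the data. DESeq2 gave no adjusted p for 13194 unigenes, and these were left without one.

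Gene lists were made by matching word patterns, fixed before the data were examined, against the product names. After the annotation was seen, and before any list was tested, names matched by accident were removed; the largest corrections took out 99 of 127 unigenes from PR-1 and other pathogenesis-related proteins, 83 of 470 from cytochrome P450 and 80 of 130 from the salicylate pathway. A unigene belongs to a list through any of its coding regions. Of the 37 lists, 35 had at least 5 tested members. The 2 others were fungal transcripts, with 1 unigene, and arthropod transcripts, with none left after the corrections. Lists were tested with camera on log2 CPM (prior count 2, preset correlation 0.01), which compares a list with all other unigenes. Camera with an estimated correlation and fry were the alternatives. Benjamini-Hochberg adjustment ran over the lists.

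The rule for naming unigenes was fixed before the data were examined. It took the 10 largest rises and 10 largest falls among called unigenes of the infected against non-infected comparison, with an informative product name, a mean log2 CPM of at least 3 and no overlap between the groups, at most 2 per product name. For each leaf age contrast it took the 5 largest in each direction, for each list up to 2 called members per direction or else the member with the lowest FDR, and all reference genes with a mean log2 CPM of at least 8. Because quasi-likelihood called no unigene in 3 of the 4 comparisons, the rules on the largest rises and falls were applied to the calls of DESeq2. That step was chosen after seeing the data. The rule for lists stayed on quasi-likelihood, so each list gave its member with the lowest FDR.

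The tests were tested on simulated counts drawn from the means and library sizes of the data, with 60824 unigenes and 200 of them changed, 100 by 4-fold and 100 by 16-fold. For infected against non-infected, quasi-likelihood recovered 1% of the 4-fold and 78% of the 16-fold changes with 4 false calls. DESeq2 recovered 52% and 99% with 238 false calls, the exact test with a common dispersion 7% and 100% with 736, the exact test with tagwise dispersions 38% and 99% with 203, and limma 2% and 81% with 6. For the mature contrast, quasi-likelihood recovered 0% of both sizes, with 4.53% of unchanged unigenes at an unadjusted p under 0.05, and DESeq2 30% and 94% with 278 false calls. For young infected against mature infected leaves, in which nothing was changed, DESeq2 made 236 false calls. For young infected against mature non-infected leaves, quasi-likelihood recovered 0% and 38% with 1 false call, and DESeq2 55% and 96% with 345. Camera with either correlation and fry recovered both simulated lists of 60 members. Of 30 unchanged lists camera called 0 and fry 1. The simulated unigenes varied independently of each other, so these counts do not show how the list tests behave when members are correlated. Only 200 of 60824 simulated unigenes were changed. In the data, 12470 of 62101 had an unadjusted p under 0.05 for infected against non-infected leaves by quasi-likelihood. The share of changed unigenes affects which pass an adjusted p, so the simulated recovery need not hold for the data.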

Results

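Transcripts were counted in leaves of 6 Arillastrum gummiferum plants, 3 classed as infected by myrtle rust and 3 as non-infected. The study classed a plant as infected if it had shown symptoms when sampled or in earlier monitoring, so rust need not have been present in the sequenced leaf. By the sample labels, the leaves of infected replicates 1 and 2 were young, and those of infected replicate 3 and of all 3 non-infected plants were mature, so leaf age differed along with infection. The study states that the newest leaves of each plant were taken. The count table held 19953353, 20537263 and 17259913 reads for infected replicates 1, 2 and 3, and 23462050, 24139896 and 17399264 for non-infected replicates 1, 2 and 3. RIN was 8.2, 8.2 and 7.8 in the infected and 6.9, 7.4 and 7.4 in the non-infected libraries, higher in every infected one. The 25S/18S rRNA ratio, another measure of RNA quality, was 3.0, 3.4 and 1.5 in the infected and 2.3, 3.1 and 2.9 in the non-infected libraries, lowest in infected replicate 3. The reference transcriptome was built from non-infected replicate 2.

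The libraries split by infection along the leading principal component of log2 CPM, which held 37.4% of the variance. Infected libraries scored 85.5 to 217 on it and non-infected libraries -181.3 to -80.1. On the next component, with 26.7%, the young infected leaves scored 52.5 and 217.6 and the mature infected leaf -161.8. Non-infected replicates 1, 2 and 3, all mature, scored -97.6, 85.3 and -96.1, so this component did not separate young from mature leaves. Across unigenes, which are not independent replicates, Pearson's r between log2 CPM was 0.832 to 0.913 among infected, 0.855 to 0.92 among non-infected libraries and 0.786 to 0.883 between the groups.

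**Figure D1:**
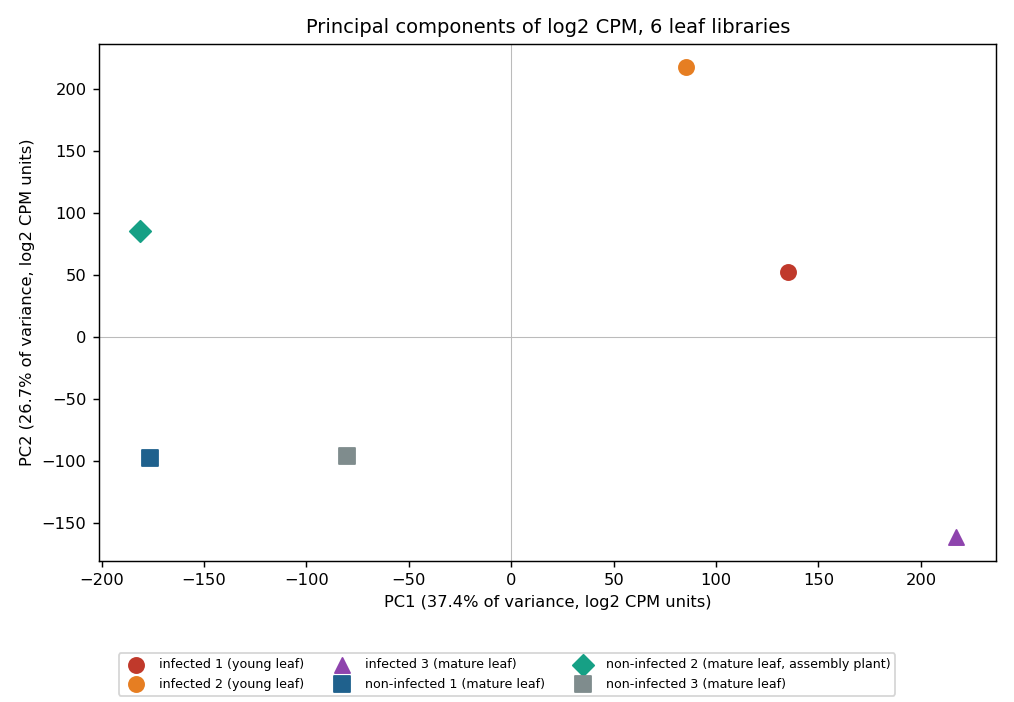
Scores of the 6 leaf libraries on the leading 2 principal components of log2 CPM (37.4% and 26.7% of the variance), where each point is a library. Infected libraries lie at 85.5 to 217 on the horizontal axis and non-infected libraries at -181.3 to -80.1.

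The comparison of infected with non-infected leaves asked which transcripts differ in plants with a record of rust symptoms. Infected leaves held more transcript of a polygalacturonase inhibitor, a wall protein that blocks fungal pectin-degrading enzymes, with 28.1 ± 7.09 CPM against 0.0798 ± 0.0792 CPM in non-infected leaves (SD, n = 3, ARIGU_g155580). Polyphenol oxidase, which oxidises phenolics at wounds, stood at 12.3 ± 3.04 against 0.196 ± 0.108 CPM (ARIGU_g242030) and the aquaporin PIP1-3 at 49.5 ± 9.02 against 1.36 ± 1.01 CPM (ARIGU_g599460). Infected leaves held less galactinol synthase 1-like transcript, for the enzyme that opens raffinose synthesis, with 51.1 ± 45.8 against 1939 ± 190 CPM (ARIGU_g793400), and less isoprene synthase, with 2.17 ± 2.06 against 41.4 ± 12.2 CPM (ARIGU_g717840). DESeq2 called all 5, with adjusted p of 1.17e-24, 2.51e-19, 8.12e-10, 3.57e-08 and 3.57e-07, and edgeR's quasi-likelihood test called none of them (adjusted p = 0.117 for each).

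The polygalacturonase inhibitor unigene was 272 bases long, with a coding fragment at bases 85 to 272 of its reverse strand, and its log2 fold change was 8.27 (SE 0.78). Regulators with higher CPM in every infected library were the factor WRKY1, at 7.35 ± 0.744 against 0.415 ± 0.154 CPM (ARIGU_g277810, log2 fold change 4.12, SE 0.45, DESeq2 adjusted p = 4.16e-15), and TIFY 9, a repressor of jasmonate signalling, at 39.4 ± 19 against 1.71 ± 1.29 CPM (ARIGU_g821620, 4.53, SE 0.7, DESeq2 adjusted p = 1.56e-08). Microtubule-associated protein 70-4 stood at 38.8 ± 17.3 against 0.777 ± 0.151 CPM (ARIGU_g442300, 5.63, SE 0.5, DESeq2 adjusted p = 2.27e-21). Pathogenesis-related protein 5 stood at 8.52 ± 5.26 against 0.309 ± 0.0586 CPM (ARIGU_g387140, 4.76, SE 0.65, DESeq2 adjusted p = 1.35e-08). Among the 10 largest rises called by DESeq2, log2 fold changes ran from 6.95 to 8.3. Of these, salicylic acid-binding protein 2 (ARIGU_g493870), which releases salicylate from its methyl ester, stood at 55.1, 402 and 10.3 CPM in infected replicates 1, 2 and 3 and at 0.801 ± 0.554 CPM in non-infected leaves. Coatomer subunit beta'-3 (ARIGU_g375760) and the coiled-coil protein SCD2 (ARIGU_g648600) had means of 92.3 and 42.6 CPM in the young infected leaves and 0.746 and 0.498 CPM in the mature infected leaf. Xyloglucan endotransglucosylase/hydrolase 9 (ARIGU_g626700), which remodels growing walls, and glucan endo-1,3-beta-glucosidase 10 (ARIGU_g469570) stood the other way, at 10.7 and 44.7 CPM in young and 69.5 and 245 CPM in mature infected leaves.

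The 10 largest falls called by DESeq2 had log2 fold changes of -8.09 to -5.25 and included 5 unigenes named for chloroplast proteins. Thiamine thiazole synthase 2, of vitamin B1 synthesis, stood at 0.416 ± 0.422 against 56.9 ± 23.1 CPM (ARIGU_g688850) and chloroplast fructose-bisphosphate aldolase 2, of the Calvin cycle, at 0.28 ± 0.401 against 17.1 ± 5.03 CPM (ARIGU_g761690). Galactinol synthase 4 stood at 0.307 ± 0.302 against 35.2 ± 2.97 CPM (ARIGU_g694310). Rubisco activase 2 (ARIGU_g758740) and activase 1 (ARIGU_g222850) were at 0.0751 ± 0.0661 and 1.31 ± 1.57 CPM in infected leaves, and at 21.6 ± 18.3 and 72.4 ± 60.1 CPM in non-infected leaves, where replicate 3 held 1.53 and 6.61 CPM. Unigenes that share a product name, such as the 11 named carbonic anhydrase and the 16 named caffeic acid 3-O-methyltransferase, can share reads, and the values of single members are uncertain to that extent.

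Over 62101 unigenes, quasi-likelihood called 0, with 12470 at an unadjusted p under 0.05 and a lowest adjusted p of 0.117. DESeq2 called 6082 (3397 higher, 2685 lower), the exact test with a common dispersion 6238 (2648 higher, 3590 lower), the exact test with tagwise dispersions 3289 (1869 higher, 1420 lower), limma on log2(RPKM + 1) 89 (48 higher, 41 lower), and limma-voom and robust quasi-likelihood 0. A set of 87 unigenes was called by DESeq2, both exact tests and limma (48 higher, 39 lower), and in 28.5% of unigenes the groups did not overlap, where chance gives 10%. Leaving out non-infected replicate 1 lowered the DESeq2 count to 2709, and leaving out infected replicate 3 raised the quasi-likelihood count to 4. The median log2 fold change of all unigenes was -0.083 with TMM, -0.12 with RLE, -0.232 with total counts and -0.369 with upper-quartile scaling. For the 17039 unigenes with a mean log2 CPM of at least 3 it was 0.215, 0.177, 0.06 and -0.08 in the same order. Fold changes are read relative to these.

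**Figure D2:**
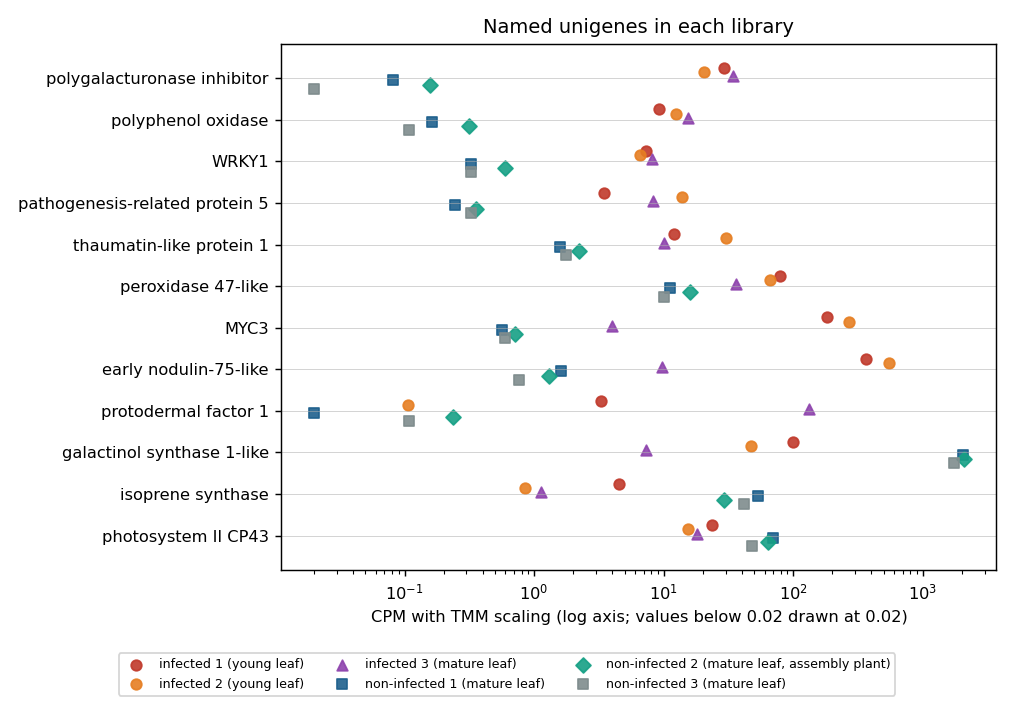
CPM with TMM scaling of 12 named unigenes in each of the 6 libraries, on a log axis, with values below 0.02 drawn at 0.02, where each point is a library. The polygalacturonase inhibitor lies at 20.5 to 34.5 CPM in infected libraries and at most at 0.158 CPM in non-infected libraries.

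Camera with the preset correlation called 24 lists here, and also 24 when infected replicates 1 and 2 were set with non-infected replicate 2. A camera call in the list results below is thus not particular to the real grouping. By camera, several families of defence enzymes were higher in infected leaves as groups, with the lowest camera p for beta-1,3-glucanases, which cut callose and fungal wall glucan. Their 78 tested members had a median log2 fold change of 1.55 (camera adjusted p = 1.53e-07, and adjusted p = 0.408 with an estimated correlation). DESeq2 called 18 of them, all higher, and quasi-likelihood called 5, all higher, when adjusted over the list alone. Thaumatin-like proteins, with antifungal members, had a median of 1.56 over 34 members (camera adjusted p = 9.3e-05, and adjusted p = 0.408 with an estimated correlation), with 9 called higher by DESeq2 and 7 by quasi-likelihood adjusted over the list alone. Class III peroxidases had a median of 1.35 over 73 members (5.76e-05, and adjusted p = 0.408 with an estimated correlation), with 20 called higher by DESeq2 and 6 adjusted over the list alone. Chitinases, which cut fungal chitin, had a median of 1.56 over 34 members (0.00226, and adjusted p = 0.476 with an estimated correlation), with 10 called higher by DESeq2 and 1 adjusted over the list alone. Polyphenol oxidases and laccases had a median of 0.45 over 70 members (0.00275, and adjusted p = 0.408 with an estimated correlation), with 9 called higher and 2 lower by DESeq2 and 6 higher adjusted over the list alone. PR-10 proteins and major allergens had a median of 1.04 over 50 members (0.0167, and adjusted p = 0.621 with an estimated correlation). DESeq2 called 7 higher and 1 lower, the common-dispersion exact test 16 and 1, and quasi-likelihood 0 adjusted over the list alone, with 8 higher and 2 lower at an unadjusted p under 0.05. The PR-10 call was lost without infected replicate 1 (adjusted p = 0.0692) or 2 (0.32) or non-infected replicate 1 (0.144), with members merged by product (0.937) and with filterByExpr (0.283). Thaumatin-like proteins lost theirs when merged by product (0.074). In the mature contrast, with 1 infected library, PR-10 proteins had a downward test (median -0.86, adjusted p = 0.167), and chitinases (-0.53, 0.866) and class III peroxidases (0.1, 0.0899) were not called. These lists were read in libraries whose RIN also differed, 7.8 to 8.2 in infected and 6.9 to 7.4 in non-infected leaves. By library, the chitinase list stood at 1.04 and 1.32 above its 6-library mean in the young infected leaves and 0.59 below it in the mature infected leaf, with non-infected libraries at -1.32, 0.27 and -0.54. Glucan endo-1,3-beta-glucosidase 8 stood at 27.9 ± 5.49 against 9.02 ± 1.06 CPM (ARIGU_g646000), thaumatin-like protein 1 at 17.5 ± 11.1 against 1.85 ± 0.329 CPM (ARIGU_g246510) and a peroxidase 47-like unigene at 60.1 ± 21.6 against 12.4 ± 3.05 CPM (ARIGU_g185790), all called by DESeq2 (adjusted p = 1.69e-05, 3.14e-06 and 1.87e-05). Each was the member of its list with the lowest FDR. That member of the PR-10 list, S-norcoclaurine synthase 1-like, was lower in infected leaves, at 22.3 ± 4.12 against 46.5 ± 1.13 CPM (ARIGU_g005380, DESeq2 adjusted p = 0.000649).

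Regulators of defence were also higher as lists over all 3 infected leaves, though none of these was called in the mature contrast. WRKY factors had a median of 0.88 over 129 members (camera adjusted p = 3.59e-06, and adjusted p = 0.463 with an estimated correlation), with 24 higher and 3 lower by DESeq2 and 8 higher and 2 lower by quasi-likelihood adjusted over the list alone. Ethylene synthesis and response had a median of 0.61 over 252 members (0.000166, and adjusted p = 0.435 with an estimated correlation), with 38 higher and 10 lower by DESeq2 and 14 and 1 adjusted over the list alone. The salicylate pathway had a median of 0.54 over 44 members (0.0013, and adjusted p = 0.435 with an estimated correlation), with 12 called higher by DESeq2 and 11 adjusted over the list alone. Jasmonate synthesis and response had a median of 0.26, or -0.03 with upper-quartile scaling (0.0116, and adjusted p = 0.408 with an estimated correlation), and of its 135 members DESeq2 called 22 higher and 7 lower and quasi-likelihood 10 and 2 adjusted over the list alone. The 1855 receptor-like kinases had a median of 0.39 (0.0116, and adjusted p = 0.476 with an estimated correlation). DESeq2 called 137 higher and 49 lower, the common-dispersion exact test 116 and 49, and quasi-likelihood 0 adjusted over the list alone, with 259 and 95 at an unadjusted p under 0.05. The kinase with the lowest FDR, L-type lectin-domain containing receptor kinase VIII.2, was lower in infected leaves, at 20.1 ± 4.08 against 59.4 ± 3.01 CPM (ARIGU_g247840, DESeq2 adjusted p = 1.44e-06). The call of receptor-like kinases was lost without infected replicate 1 (adjusted p = 0.0851) or 2 (0.0717) or non-infected replicate 1 (0.0663) and with filterByExpr (0.0572). Jasmonate lost its call with filterByExpr (0.0568) and the salicylate pathway when merged by product (0.107). That contrast gave a median of -0.09 for WRKY factors (adjusted p = 0.694), -0.31 for ethylene (0.463), 0.02 for salicylate (0.546) and -0.03 for jasmonate (0.0866), and downward tests for receptor-like kinases (-0.46, 0.866) and the families named next (-0.56, 0.866). The list of families shared across host species had a median of 1.46 over 94 members (0.000166, and adjusted p = 0.476 with an estimated correlation). DESeq2 called 24 of them higher and 3 lower, and quasi-likelihood 3 higher adjusted over the list alone. The study chose this list in part on these samples, so it is not independent evidence.

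Protein synthesis and wall growth transcripts rose as lists by camera, among them the cytosolic ribosomal proteins. Their 545 members had a median log2 fold change of 0.73 (camera adjusted p = 1.38e-11, and adjusted p = 0.408 with an estimated correlation), while the mean was -0.12, against the sign of the median and the test. Quasi-likelihood called 153 higher and 1 lower adjusted over the list alone, and DESeq2 called 139, all higher, whereas the common-dispersion exact test called 6 higher and 62 lower. The 60S protein L35 stood at 122 ± 18 against 46.1 ± 3.82 CPM (ARIGU_g166570, log2 fold change 1.41, SE 0.22, DESeq2 adjusted p = 1.45e-06). Expansins and xyloglucan remodelling had a median of 0.72 over 294 members (6.8e-07, and adjusted p = 0.408 with an estimated correlation), with 58 higher and 6 lower by DESeq2 and 20 and 1 adjusted over the list alone. Core histones had a median of 0.8 over 70 members (0.0108, and adjusted p = 0.585 with an estimated correlation), with 10 higher and 1 lower by DESeq2 and 1 lower adjusted over the list alone. The member with the lowest FDR, a unigene named for the helicase MER3, was lower, at 7.75 ± 0.222 against 29.5 ± 6.42 CPM (ARIGU_g739810, DESeq2 adjusted p = 3.61e-08). Cell division had a median of 0.28, or 0 with upper-quartile scaling, over 482 members (0.0108, and adjusted p = 0.476 with an estimated correlation), with 52 higher and 15 lower by DESeq2 and 1 higher adjusted over the list alone. Cuticle, wax and cutin, markers of epidermis, had a median of 0.3, or 0.02 with upper-quartile scaling, over 198 members (0.015, and adjusted p = 0.468 with an estimated correlation), with 32 higher and 9 lower by DESeq2 and 11 and 3 adjusted over the list alone. Xylem and secondary wall had a median of 0.02, or -0.02, -0.13 and -0.27 with RLE, total counts and upper-quartile scaling, and a mean of -0.07 against the upward call (0.0167, and adjusted p = 0.463 with an estimated correlation), with 16 higher and 5 lower by DESeq2 and 2 and 1 adjusted over the list alone. UDP-glycosyltransferases had a median of 0.58 over 421 members (0.00953, and adjusted p = 0.426 with an estimated correlation), with 69 higher and 25 lower by DESeq2 and 2 and 6 adjusted over the list alone. Their member with the lowest FDR, UDP-glucose iridoid glucosyltransferase, was lower, at 3.26 ± 0.384 against 12.9 ± 1.23 CPM (ARIGU_g310300, DESeq2 adjusted p = 1.31e-09). Phenylpropanoid and lignin synthesis had a median of 0.18, or -0.12 with upper-quartile scaling, over 168 members (0.0133, and adjusted p = 0.408 with an estimated correlation), with 23 higher and 4 lower by DESeq2 and 3 and 1 adjusted over the list alone. Without infected replicate 3 the calls of core histones (adjusted p = 0.331) and cell division (0.21) were lost, and core histones also lost theirs without non-infected replicate 3 (0.0665). Cuticle lost its call without infected replicate 1 (0.0851) or 3 (0.0649) or non-infected replicate 1 (0.056) and with filterByExpr (0.0882), xylem without non-infected replicate 1 (0.178), and UDP-glycosyltransferases when merged by product (0.0754). In the mature contrast UDP-glycosyltransferases (adjusted p = 0.412), phenylpropanoids (0.142) and xylem (0.0777) were not called. RIN was higher in the infected libraries for all of these lists as well.

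Photosynthesis transcripts were lower in infected leaves, in libraries of higher RIN. The 276 members of photosynthesis light reactions had a median log2 fold change of -1.23 (camera adjusted p = 5.16e-13, and adjusted p = 0.408 with an estimated correlation). DESeq2 called 3 higher and 56 lower, the common-dispersion exact test 1 and 48, and quasi-likelihood 0 adjusted over the list alone, with 6 higher and 95 lower at an unadjusted p under 0.05. The CP43 protein of photosystem II stood at 19 ± 4.13 against 60.4 ± 10.9 CPM (ARIGU_g629350, log2 fold change -1.67, SE 0.27, DESeq2 adjusted p = 7.31e-06). Calvin cycle and photorespiration had a median of -1.24 over 150 members (3.94e-07, and adjusted p = 0.408 with an estimated correlation), with 3 higher and 46 lower by DESeq2 and 3 higher and 41 lower by quasi-likelihood adjusted over the list alone. Transposon-related transcripts had a median of -0.39 over 147 members (0.0108, and adjusted p = 0.435 with an estimated correlation). DESeq2 called 6, all lower, the common-dispersion exact test 1 higher and 6 lower, and quasi-likelihood 0 adjusted over the list alone, with 2 higher and 16 lower at an unadjusted p under 0.05. The transposon call was lost without non-infected replicate 3 (adjusted p = 0.143) and when merged by product (0.57). The chloroplast chaperone ClpB3 stood at 54.5 ± 7.1 against 165 ± 28.2 CPM (ARIGU_g624570, DESeq2 adjusted p = 3.49e-07).

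Product names matched 12 abundant unigenes to the reference list, among them chloroplast GAPA and GAPB, which are not usual references. Of these 12, DESeq2 called 4 and did not call 8, and quasi-likelihood called 0, with 6 at an unadjusted p under 0.05. Cytosolic GAPC2 stood at 1464 ± 403 against 406 ± 164 CPM (ARIGU_g816760, log2 fold change 1.85, SE 0.4) and the chloroplast forms GAPA and GAPB at 158 ± 79.5 against 481 ± 8.88 CPM (ARIGU_g148990) and 353 ± 152 against 1112 ± 104 CPM (ARIGU_g734590), all called by DESeq2 (adjusted p = 0.00197, 0.00976 and 0.00123). Tubulin alpha-5 (ARIGU_g661130) was the other call, at 486 ± 135 against 234 ± 56.5 CPM (DESeq2 adjusted p = 0.0379). Actin-7 (ARIGU_g746730) and elongation factor 1-alpha (ARIGU_g638370) had log2 fold changes of 0.8 (SE 0.24) and 0.73 (SE 0.25), below the 2-fold limit of a call. Both tubulin beta-4 unigenes (ARIGU_g189270 and ARIGU_g284090), tubulin alpha-3 (ARIGU_g661150) and ubiquitin-conjugating enzyme E2 10 (ARIGU_g161400) had 1.37, 0.85, 0.61 and 0.43 and were not called. Polyubiquitin (ARIGU_g133490) and ubiquitin-conjugating enzyme E2 2 (ARIGU_g521930) had 0.27 and 0.23, or -0.01 and -0.05 with upper-quartile scaling. The 305 members of the reference list had a median of 0.2, or -0.08 with upper-quartile scaling, and a mean of -0.27 (camera adjusted p = 0.0108, higher, and adjusted p = 0.578 with an estimated correlation). DESeq2 called 27 of them higher and 9 lower, the common-dispersion exact test 21 and 41, and quasi-likelihood 0 adjusted over the list alone, with 46 and 19 at an unadjusted p under 0.05. The member with the lowest FDR, a fragment named elongation factor 1-alpha, was lower (ARIGU_g202130, DESeq2 adjusted p = 4.79e-06). It had no read in any infected library and 2.36 ± 1.22 CPM in non-infected leaves. The call of the list was lost without infected replicate 2 (adjusted p = 0.0717) or non-infected replicate 1 (0.134), and in the mature contrast (0.24).

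Camera called 24 of the 35 lists (21 higher, 3 lower) and 0 with an estimated correlation, where the lowest adjusted p was 0.408. Fry called 0 for a shift in 1 direction (lowest adjusted p = 0.0544) and 23 for change in either direction. Of the 9305 unigenes in at least 1 list, quasi-likelihood called 0 over all unigenes, with 2205 at an unadjusted p under 0.05, DESeq2 called 1308, the exact tests 1322 with a common and 758 with tagwise dispersions, and limma 23. The lists not called were glutathione S-transferases (adjusted p = 0.162), NAC and MYB factors (0.205), aquaporins and sugar transporters (0.249), cytochrome P450 (0.282), flavonoid synthesis (0.299), PR-1 and other pathogenesis-related proteins (0.347), NBS-LRR resistance proteins (0.355), terpene synthesis (0.377), protease inhibitors (0.524), heat shock proteins (0.574), and senescence and autophagy (0.891). Among these, protease inhibitors had a median of 0.01 and a mean of -0.4 with an upward test, terpene synthesis 0.06 and -0.15 with a downward test, and heat shock proteins -0.03 and -0.3 with an upward test. Aquaporins were called without infected replicate 2 (0.0285) or non-infected replicate 2 (0.0193), cytochrome P450 without infected replicate 2 (0.0454) or with filterByExpr (0.0395), and glutathione S-transferases without infected replicate 3 (0.0265).

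**Figure D3:**
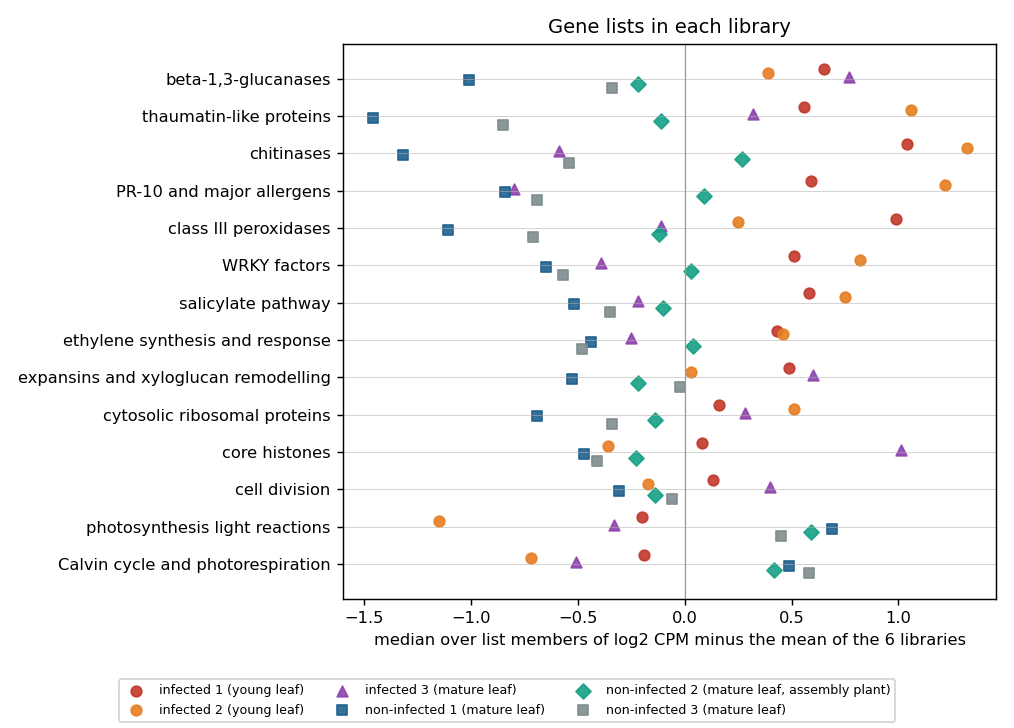
Medians over the members of 14 gene lists of log2 CPM minus the mean of the 6 libraries, with 1 point per library. For photosynthesis light reactions the infected libraries lie at -1.15 to -0.2 and the non-infected libraries at 0.45 to 0.69.

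Among the leaves given as mature, the infected leaf had more transcript of glucan endo-1,3-beta-glucosidase 10, with 245 CPM against 0.7 ± 0.553 CPM in the non-infected leaves (SD, n = 3, ARIGU_g469570), and of a sieve element occlusion protein that plugs injured phloem, with 1332 against 4.58 ± 4.75 CPM (ARIGU_g677810). Protodermal factor 1, of the epidermis, stood at 133 against 0.116 ± 0.119 CPM (ARIGU_g236160), and the polygalacturonase inhibitor again stood high, at 34.5 CPM. DESeq2 called all 4 (adjusted p = 1.48e-09, 5.64e-06, 1.42e-06 and 2.26e-20), and quasi-likelihood did not (adjusted p = 0.102, 0.113, 0.105 and 0.0905). Galactinol synthase 2 had no read in the infected leaf, against 184 ± 35.9 CPM (ARIGU_g479250) and 174 ± 50.8 CPM (ARIGU_g284490), at least 986-fold and 933-fold lower with a floor of 3 counts in that library (0.187 CPM), and myrcene synthase, against 63.3 ± 20.1 CPM (ARIGU_g672220), at least 339-fold lower (DESeq2 adjusted p = 8.79e-08, 3.96e-08 and 1.51e-05). The chloroplast protease FTSH 6 (ARIGU_g013050) had no read there either, and 377, 412 and 2.51 CPM in non-infected replicates 1, 2 and 3.

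As lists in the mature leaves, core histones had a median log2 fold change of 0.99 (camera adjusted p = 1.39e-08, and adjusted p = 0.734 with an estimated correlation), with 28 higher and 3 lower by DESeq2 and 29 and 1 by quasi-likelihood adjusted over the list alone. Beta-1,3-glucanases had a median of 1.22 (7e-06, and adjusted p = 0.734 with an estimated correlation), with 23 higher and 4 lower by DESeq2 and 23 and 2 adjusted over the list alone. Expansins and xyloglucan remodelling had 0.69 (3.82e-05), cell division 0.47 (5.57e-05), thaumatin-like proteins 0.44 (0.00157) and polyphenol oxidases and laccases 0.19, or -0.06 with upper-quartile scaling (0.00752), each called higher, with an adjusted p = 0.734 for each with an estimated correlation. Cytosolic ribosomal proteins had a median of 0.27, or -0.01 with upper-quartile scaling, and a mean of -1.6 (2.14e-07, higher, and adjusted p = 0.734 with an estimated correlation), and cuticle, wax and cutin 0.16, or -0.02 with total counts and -0.11 with upper-quartile scaling, and a mean of -0.17 (0.0354, higher, and adjusted p = 0.806 with an estimated correlation). Photosynthesis light reactions had a median of -1.04 (0.000302, and adjusted p = 0.854 with an estimated correlation), the Calvin cycle -1.34 (0.000302, and adjusted p = 0.734), cytochrome P450 -1.24 (0.000491, and adjusted p = 0.734) and transposon-related transcripts -0.85 (0.0296, and adjusted p = 0.734), all called lower. Chitinases had a median of -0.53 with a test in the upward direction (adjusted p = 0.866), PR-10 proteins -0.86 (0.167) and WRKY factors -0.09 with an upward test (0.694), and none of these was called. Cuticle lost its call without non-infected replicate 1 (adjusted p = 0.0776) and with filterByExpr (0.103), and transposon-related transcripts without non-infected replicate 3 (0.164). The infected leaf had a RIN of 7.8 against 6.9 to 7.4, but an rRNA ratio of 1.5 against 2.3 to 3.1.

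Over all unigenes this contrast gave 0 calls by quasi-likelihood, with 13052 at an unadjusted p under 0.05, and 6426 by DESeq2 (3089 higher, 3337 lower). It rests on 1 infected library, and leaving out non-infected replicate 1 or 2 lowered the DESeq2 count to 3093 or 3862.

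Between infected leaves of different age, the mature leaf held the more transcript of chlorophyllase-2, a chlorophyll-degrading enzyme, with 83.8 CPM against a mean of 2.22 CPM in the young leaves (ARIGU_g185830), of an ankyrin repeat protein, with 254 against 6.19 CPM (ARIGU_g446280), and of protodermal factor 1, with 133 against 1.69 CPM (ARIGU_g236160). The young leaves held methylecgonone reductase at 24.9 and 222 CPM (ARIGU_g766040) and isoeugenol synthase 1-like, of phenylpropene scent synthesis, at 40.5 and 107 CPM (ARIGU_g235160), and the mature leaf had no read of either. With a floor of 3 counts it was at least 133-fold and 217-fold lower than the young leaf with less of each, and at least 659-fold and 394-fold lower than the young mean. DESeq2 called these 5 (adjusted p = 6.56e-14, 2.08e-07, 0.0147, 0.0137 and 0.00987), and quasi-likelihood did not (adjusted p = 0.301, 0.315, 0.336, 0.344 and 0.4). The other 3 of the 5 unigenes that DESeq2 called with the largest fitted rises, caffeic acid 3-O-methyltransferase (ARIGU_g206650), a WAT1-related protein (ARIGU_g634900) and metallothionein-like protein 1A (ARIGU_g832400), held 1.1, 0.761 and 0.209 CPM in the young leaves and no read in the mature leaf. With the same floor these were only at least 5.9-fold, 4.08-fold and 1.12-fold lower in the mature leaf than the young mean, and the last was below the floor in 1 young leaf (0.101 CPM). Their rank thus rests on folds fitted over a count of 0, and quasi-likelihood did not call them (adjusted p = 0.763, 0.762 and 0.846).

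Some defence lists were higher in the young infected leaves and others were not called. PR-10 proteins and major allergens had a median log2 fold change of 2.49 (camera adjusted p = 6.39e-09), the families shared across host species 1.89 (1.31e-08), WRKY factors 1.06 (5.73e-08), chitinases 1.68 (5.2e-05), cytochrome P450 1.09 (5.23e-06), ethylene synthesis and response 0.63 (0.000544), receptor-like kinases 0.67 (0.000961), senescence and autophagy 0.63 (0.00339) and the salicylate pathway 0.53 (0.0039), each with an adjusted p = 0.573 with an estimated correlation. The study chose the shared families in part on these samples, and they are not independent evidence. DESeq2 called 17 PR-10 members, all higher, 29 WRKY factors, all higher, and 12 chitinases higher and 1 lower. Adjusted over the list alone, quasi-likelihood called 8 PR-10 members higher, 16 WRKY factors higher and 1 lower, and 1 chitinase higher. Beta-1,3-glucanases had a median of -0.73 with a mean of 1.21 and a downward test (adjusted p = 0.163), polyphenol oxidases and laccases -0.12 with a mean of 0.37 and a downward test (0.439), and thaumatin-like proteins 0.32 with a downward test (0.873). Class III peroxidases (0.6, adjusted p = 0.0888), PR-1 proteins (0.83, 0.163) and protease inhibitors (0.11, 0.482) had upward tests and were not called either. Core histones were lower in the young leaves, with a median of -1.55 (1.4e-10, and adjusted p = 0.573 with an estimated correlation), 3 members higher and 22 lower by DESeq2, and 1 and 24 adjusted over the list alone. Cell division had -0.42 (0.000174, and adjusted p = 0.573 with an estimated correlation), and photosynthesis light reactions had a median of -0.22 with a mean of 0.16 (0.00233, lower, and adjusted p = 0.847 with an estimated correlation). The photosynthesis call rests on infected replicate 2, without which the adjusted p was 0.577. RIN was 8.2 in both young leaves and 7.8 in the mature leaf, and the rRNA ratio 3.0 and 3.4 against 1.5.

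This contrast gave 0 calls by quasi-likelihood over all unigenes, with 7657 at an unadjusted p under 0.05, and 2495 by DESeq2 (1953 higher, 542 lower), or 1044 without infected replicate 2. With 1 mature infected plant, leaf age and plant cannot be told apart.

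Young infected against mature non-infected leaves, where infection and leaf age differ together, gave 4 unigenes called by quasi-likelihood, all higher. Early nodulin-75-like stood at 366 and 545 CPM in the young infected leaves, 9.64 CPM in the mature infected leaf and 1.23 ± 0.434 CPM in the non-infected leaves (SD, n = 3, ARIGU_g187010, log2 fold change 8.51, SE 0.47, edgeR adjusted p = 0.0431). The transcription factor MYC3, of jasmonate signalling, stood at 182 and 271, 3.98 and 0.627 ± 0.0756 CPM (ARIGU_g239030, 8.48, SE 0.34, edgeR adjusted p = 0.0106), L-gulonolactone oxidase 3 at 79.9 and 103, 2.24 and 0.26 ± 0.051 CPM (ARIGU_g744260, 8.41, SE 0.33, edgeR adjusted p = 0.0106) and a conserved hypothetical protein at 110 and 150, 2.36 and 0.422 ± 0.057 CPM (ARIGU_g187030, 8.24, SE 0.32, edgeR adjusted p = 0.0106). The last was named after its values were seen. All 4 were short unigenes of 233 to 385 bases, and all 4 calls were lost on leaving out infected replicate 1 or 2 or any non-infected replicate. The log2 fold changes of these unigenes stayed at 8 to 8.76 on leaving out each library. DESeq2 called 5373 (3092 higher, 2281 lower). Camera called 22 lists (19 higher, 3 lower), and 0 with an estimated correlation (lowest adjusted p = 0.345).

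Nearly the whole transcriptome had reads in the plant it was assembled from. Non-infected replicate 2 had a count above 0 for 84895 of the 84919 unigenes, and the other libraries for 56956 to 63711. A set of 13266 unigenes had reads in that library alone, against at most 3 in any other. In 15038 unigenes that library held at least 90% of the CPM. Their median length was 324 bases against 407 for all others, and 1686 of them passed the filter.

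**Figure D4:**
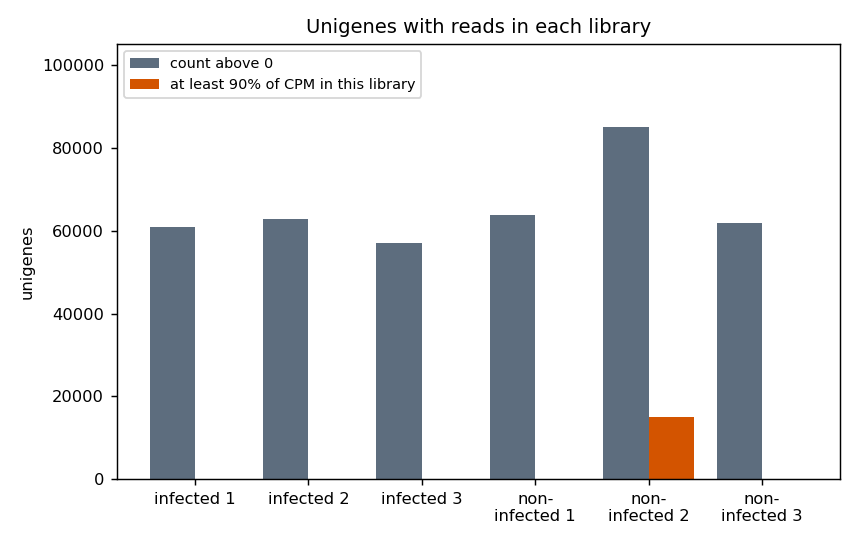
Number of unigenes with a count above 0 and number with at least 90% of their CPM in a library, for each of the 6 libraries. Non-infected replicate 2 has 84895 and 15038, and no other library more than 63711 and 24.

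In the authors' deposited table, 5042 of 84919 unigenes passed an FDR under 0.05 and a 2-fold change, 1453 higher and 3589 lower in infected leaves. An exact test with a common dispersion and no filter gave the same 5042 here, with log2 fold changes within 2.9e-09 of the authors' deposited table. That table thus lacks the filter that the study states. Of the 3589 lower calls in the authors' deposited table, 2415 (67.3%) were unigenes with at least 90% of their CPM in non-infected replicate 2, and 2099 had no read in any infected library. Of the calls in the authors' deposited table, 3671 passed the filter (1453 higher, 2218 lower), and DESeq2 called 1710 of the 5042 in the same direction.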

Values the study reported

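For the de novo transcriptome of A. gummiferum, the study listed 84,919 genes. It gave 4751 of these as differentially expressed between infected and non-infected plants under a common dispersion, which it put at 5.59%. Of the 4751, 2994 were over-expressed and 1757 under-expressed in infected plants. The study identified 65,410 protein-coding genes in this species.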

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

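Robust quasi-likelihood, limma-voom, the mean CPM filter, the exact test without a filter or without the assembly plant's unigenes, the lists as first written, the list medians under other scalings and the repeats of the DESeq2 counts were chosen after seeing the data. No paired analysis was possible because replicate numbers were given in accession order and only name plants. For infected vs non-infected leaves, quasi-likelihood called 0 to 4 unigenes on leaving out each library, and the count rose to 6238 with a common-dispersion exact test, 3289 with tagwise dispersions, 6082 with DESeq2, 89 with limma on RPKM, 5042 with the exact test without a filter and 5665 (3005 higher, 2660 lower) with the filter and without the unigenes of the assembly plant. The 5042 became 649, 1953 and 1526 without infected replicate 1, 2 and 3, and 5198, 3583 and 7233 without non-infected replicate 1, 2 and 3. DESeq2 gave 2709 to 6215 calls on leaving out each library (2709 without non-infected replicate 1). For the mature contrast DESeq2 called 6426, and 3093 to 5641 on leaving out each library (3093 and 3862 without non-infected replicate 1 and 2). For young against mature infected leaves it called 2495, and 1044 to 3707 (1044 without infected replicate 2). For young infected against mature non-infected leaves it called 5373, and the 4 calls of quasi-likelihood became 0 to 4. Called lists numbered 0 with an estimated correlation in all 4 comparisons and 0 with fry in the 3 where it was run (not young infected against mature non-infected leaves), and 12 in the mature contrast, where 11 of the 24 kept their call and 3 turned in direction. Of the 24, 19 to 24 kept their call on leaving out each library (19 without non-infected replicate 1), 19 with members merged by product, 20 with filterByExpr and 24 with total counts. The leading component of the sample structure held 40.7% on log2(RPKM + 1) and 44.8% over the most variable unigenes. Directions of lists reversed in the mature contrast for PR-10 (adjusted p = 0.167), PR-1 (0.8), protease inhibitors (0.889, and 0.955 merged by product), receptor-like kinases (0.866) and the study's families (0.866). They reversed on leaving out a library for terpene synthesis (adjusted p of 0.0851 to 0.999 over the libraries left out), cytochrome P450 (0.0454 to 0.943), heat shock proteins (0.148 to 0.999, and 0.927 with fry) and senescence (0.391 to 0.897, with 0.937 merged by product and 0.383 as first written). Under upper-quartile scaling the medians of called lists moved to -0.03 for jasmonate, -0.12 for phenylpropanoids, 0 for cell division, -0.27 for xylem and -0.08 for reference genes. It also lowered cuticle to 0.02, receptor-like kinases to 0.11, polyphenol oxidases and laccases to 0.18 and the salicylate pathway to 0.25. Xylem stood at -0.02 with RLE and -0.13 with total counts, and in the mature contrast cuticle at -0.02 with total counts and -0.11 with upper-quartile scaling, polyphenol oxidases at -0.06 and cytosolic ribosomal proteins at -0.01 with the latter. Polyubiquitin moved to -0.01 with upper-quartile scaling, and ubiquitin-conjugating enzyme E2 2 to -0.05 with it, -0.04 with leaf age as a covariate and to -0.02 to 0.34 on leaving out each library (-0.02 without infected replicate 2). The ratio of unigenes detected in the assembly plant to the next library was 1.27 at a count of at least 10, against 1.33. The cause was not tested for any of these. Over all settings, 386 list results of infected vs non-infected leaves stayed the same, 83 lost and 6 gained a call, in the leaf age contrasts 164 stayed and 52 lost it, of named unigenes 782 stayed, 20 lost and 80 gained it, and of counts 81 stayed and 29 moved. List medians under other scalings stayed the same in 270 cases, moved in 34 and reversed in 11. Depth limits transcripts below 0.119 to 0.187 CPM in a library.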

Other observations

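Of the tests in this part, those on the assembly plant, on the deposited calls, on scaling of the lists, on leaf age and on a wrong leaf age label were chosen only after the result was seen, and filterByExpr and total counts for the lists of the leaf age contrasts were added after seeing the data. The only unigene named for a fungal protein (ARIGU_g148210) had 0 reads in each infected library and 6, 8 and 6 reads in non-infected replicates 1, 2 and 3, and no unigene was left in the arthropod list. Because the reference was assembled from a non-infected plant, rust transcripts found only in infected leaves would have no unigene. These counts therefore do not show whether rust was present in a leaf. Unigenes below the filter took 0.983% of the reads of non-infected replicate 2 and 0.037% to 0.087% of those of the other libraries.

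Non-infected replicate 2 had reads on nearly every unigene, and lower calls outnumbered higher ones in the authors' deposited table. Depth does not account for the reads, since with all libraries thinned to the smallest that library still had 1.34 times the unigenes of the next. Under total counts, RLE and upper-quartile scaling the ratio of lower to higher calls was at least 2.87, against 2.47 with TMM. All of these scalings moved the median log2 fold change of all unigenes further below 0, to -0.12 with RLE and -0.369 with upper-quartile scaling, from -0.083 with TMM. A move that way favours lower calls, so they cannot decide whether scaling accounts for the lower calls. The reference was assembled from the reads of that plant, so reads there on nearly every unigene follow from the design. That no other library had more than 3 unigenes to itself follows from it too and was no separate test. Of the lower calls, 2415 of 3589 were unigenes mainly in that library, and 0 of the 1453 higher calls were. By count, the excess of lower calls lay in those unigenes, which were picked by their share in a non-infected library and could only be called lower. Leaving out libraries does not settle the cause. The ratio of 2.47 became 0.72 without that library, and 4.81 and 8.1 without another non-infected library. Without an infected library it became 0.48 to 1.39, but the calls also fell to 649 to 1953. The 0.99 without the unigenes mainly in that library decides nothing, as these can only be called lower. No biological explanation was tested.

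Chitinase, PR-10 and WRKY lists were higher in young than in mature infected leaves by camera, and not called with an estimated correlation (adjusted p = 0.573 for each). Few reads do not account for this, with a highest adjusted p of 2.92e-05 by camera under filterByExpr. The lowest of the 3 list medians was 1.06 over RLE, total counts and upper-quartile scaling. These scalings hardly moved the medians, for WRKY factors to 1.06, 1.1 and 1.06 from 1.06 with TMM. They therefore cannot decide whether scaling accounts for the pattern. Leaf age may be the reason, and the median of the 3 list medians in mature infected over mature non-infected leaves was -0.53. That value rests on 1 infected library, and without young non-infected leaves, age, plant and infection cannot be told apart.

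Core histones, a mark of dividing cells in young leaves, were highest in the infected leaf given as mature, though the list was not called in the mature contrast with an estimated correlation (adjusted p = 0.734). Few reads do not account for this, with a camera adjusted p of 4.9e-10 under filterByExpr in the mature contrast. The lowest list median there was 0.73 over RLE, total counts and upper-quartile scaling, against 0.99 with TMM. Differences of the size between these scalings thus do not account for it, and a larger shift was not tested. A wrong leaf age for that sample could explain it in part, since 3 of the 4 young leaf lists had their highest median there. Core histones, the list that raised the question, are among these, with cell division and expansins. Cytosolic ribosomal proteins were highest in infected replicate 2, at 0.51 against 0.28 in that leaf. Core histones stood at only 0.08 and -0.36 in the leaves labelled young, against -0.47, -0.23 and -0.41 in the non-infected leaves. Young infected over mature non-infected leaves had medians of 0.12 for core histones and 0.08 for cell division, but 0.55 for expansins and 0.72 for ribosomal proteins. Another label for that sample alone would thus leave core histones and cell division little raised in the other young leaves. A response of the sampled leaf to the rust would also give its high values and was not tested. The study states that the newest leaves were taken from each plant, which leaves the meaning of the leaf age labels uncertain.

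The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. Quasi-likelihood called 0 unigenes in the real split, with 12470 at an unadjusted p under 0.05, and at most 0 in the others. DESeq2 called 6082 in the real split, so that 1 split reached this number, and at most 1108 in the others. Camera called 24 lists in the real split and at most 24 in the others, so that 2 splits reached this number; the other one set infected replicates 1 and 2 with non-infected replicate 2.

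At the thresholds of the study, quasi-likelihood called 0 unigenes here, with 12470 at an unadjusted p under 0.05 and 6082 by DESeq2. Quasi-likelihood called fewer than the study quotes, and DESeq2 more. The exact test with a common dispersion and no filter called 1453 higher and 3589 lower in infected leaves, and its 5042 calls fell to 649 without infected replicate 1. With the filter it called 2648 higher and 3590 lower. The lower calls were more than the study quotes in both, and the higher calls fewer. With the filter and without the unigenes mainly in non-infected replicate 2, both were more than the study quotes, and the higher calls outnumbered the lower ones. Those unigenes can only be called lower, so leaving them out can only shift this balance towards higher calls.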
